A study of Mus musculus with 3 samples. Its data were reported in "Antagonistic regulation of mRNA expression and splicing by CELF and MBNL proteins" (2015).

How the data were processed

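CELF1 (also CUGBP1), an RNA-binding protein that acts in splicing and mRNA decay, was profiled by CLIP-seq, in which UV light at 254 nm fixes proteins to the RNA they touch before the protein is pulled down and the attached RNA is sequenced. There were 3 libraries, each from a different source. Heart ventricle and muscle came from 16-week-old mice, and the remaining library came from C2C12 myoblasts, a mouse line of muscle precursor cells. The monoclonal antibody 3B1 against endogenous CELF1 was used throughout. Each library formed a group of its own, so no value has a replicate.

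Per the labels and the study's methods, the authors collapsed identical reads with the help of a short random barcode, trimmed adapters, and mapped the reads to mm9 and to splice junctions with Bowtie and TopHat, keeping unique matches. The versions of these tools are not given in the sources used here. Genes were delimited by the authors from RefSeq, Ensembl and UCSC tables, and a cluster is a stretch that held more reads than chance would place there, given how strongly the gene is expressed and how long its unspliced RNA is (a Poisson test). The files the authors deposited hold the start, end and strand of each cluster with the Entrez identifier of its gene, called separately for each library. A further deposited column holds the same value, 1e-06, for every cluster. Its meaning is not given in the sources used here and it was not used. Clusters carry no read numbers, so the number of reads behind any cluster is unknown and a gene that is bound weakly or expressed at a low level can fall short of a cluster. Unique mapping also leaves out sites in sequences shared by several genes.

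Clusters were used as deposited. Positions are given for mm9, counted from 1. The reference was the NCBIM37 genome, which is the assembly mm9 is built on, with the GENCODE vM1 annotation. Of 8037 gene identifiers with a cluster, 7981 (99.3%) were matched to an annotated gene on the same chromosome and strand by symbol or synonym. Symbols were taken from a RefSeq table of a later assembly, used for names only. A cluster was assigned to the 3' UTR, coding exon, 5' UTR, intron or other part of its gene by its midpoint, in that order of priority, from protein-coding transcripts. Some annotated 3' UTRs are short, such as 9 nt for Slc8a1, 18 nt for Jph1, 112 nt for Palld and 121 nt for Ryr1. In such genes 3' UTR clusters can be undercounted. Of these genes, only Slc8a1 had clusters outside its annotated introns, coding exons and UTRs.

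Overlap between libraries was the share of clusters sharing at least 1 bp on the same strand with a cluster of the other library (bedtools 2.31.1), in both directions. It was set beside 100 placements that moved every cluster whose midpoint lay inside its gene to a random position in that gene. The placement p is one-sided toward more overlap, and 0.0099 is the smallest that 100 placements can give. Genes bound in both libraries of a pair were counted among genes with a cluster in the remaining library, with a two-sided Fisher's exact test. Shares of clusters per gene part have exact Clopper-Pearson 95% intervals and two-sided Fisher's exact tests between libraries. Distance to the transcript end was tested as the share of 3' UTR clusters with a midpoint within 500 nt upstream of an annotated end, against 100 placements in the same 3' UTR. The share of clusters with UGU, and the z-score of each 5mer, were taken against 100 placements in the same gene or the same 3' UTR. Programs were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1.

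Before the data were examined, 19 gene lists were fixed: sarcomere, Z-disc, I band and M band; heart-enriched; skeletal-muscle-enriched; myoblast and proliferation; RNA-binding proteins; immediate early and GU-rich-element mRNAs; vesicle and protein transport; actin and microtubule cytoskeleton; ion channels and calcium handling; genes named by the study; nuclear-encoded oxidative phosphorylation; cytosolic ribosomal proteins; and markers of endothelial cells, of fibroblasts and matrix, of smooth muscle and pericytes, of macrophages and immune cells, of erythroid cells, of adipocytes, and of Schwann cells and nerve. Some genes stand on more than 1 list. A single symbol, Rab1, could not be matched. For each list, the share of a library's clusters in its genes was compared between libraries by two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over 57 tests. The number of members with a cluster was also placed among 10000 random lists of the same size, drawn from genes with a cluster in any library. A member counts as measured when it has a cluster in any library.

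Named genes were fixed by rule in the same way. They were the 10 genes with the most 3' UTR clusters per library, for each pair and direction the 5 with the most 3' UTR clusters among genes with 0 in the other library, the 5 with the largest share in both, up to 4 members of each list with the most clusters, and every gene named by the study. A few of the genes this rule takes are not reported here. Differences per gene are given as numbers of clusters with no p-value.

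On simulated data, clusters moved at random gave 1.02 times the overlap of the placements. Heart positions planted in the muscle list gave an overlap of 21.7% against 21.7% expected. Planted positions overlap heart clusters by design, so this checks the counting only. Independent gene sets gave a median odds ratio of 0.993 with 6.5% of p-values under 0.05. A planted 5mer ranked 1 by z-score. Of the random deals of heart and muscle clusters over the lists, 4% called any list. A single list with its odds raised 2-fold was recovered in 100% of deals. The random deals treated clusters as independent, so they do not give the error rate where many clusters lie in 1 gene. The sharing counts were also the same from bedtools and from separate code.

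Alternatives covered the overlap that counts as shared (50% of both clusters, strand ignored, or within 50 nt), the placement (same part of the gene, or moved 1 to 10 kb), the widest 50% of clusters in place of a stricter call, libraries thinned at random to the size of the smallest, at least 2 clusters per gene, 3' UTR clusters only, other gene backgrounds, other priorities between gene parts, covered nucleotides in place of clusters, 200 nt in place of 500 nt, 3' UTRs of at least 1000 nt, flanking sequence 200 nt downstream as motif background, any of 10 CELF1 4mers, random lists matched on deciles of gene span, and a list test on genes. RNA-seq from induced mice and the CLIP-seq of MBNL1 were not used here, so nothing is said of changes in expression or splicing. A text on adapters and primers was read but holds no measurement.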

Results

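CELF1 binding sites were mapped in adult mouse heart ventricle, adult mouse muscle and cultured C2C12 myoblasts, with 1 library each. The data are lists of CLIP clusters, short stretches of RNA with more crosslinked reads than a model of the gene's expression and length allowed. The heart list held 42263 clusters in 6857 genes, the muscle list 24844 clusters in 5341 genes, and the myoblast list 5115 clusters in 2754 genes. Median cluster widths were 55 nt, 54 nt and 38 nt. Because each group has a single library, no difference between tissues has a replicate check. Every interval and p-value compares these libraries only and covers counting error only, and clusters of 1 gene and genes of 1 pathway are not independent of each other.

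Genes were ranked by their number of 3' UTR clusters in each library. Qk, which encodes the RNA-binding protein quaking (Entrez 19317, chromosome 17 from 10399336 to 10512245, minus strand), led in heart with 36 clusters in its 3' UTR and had 33 in muscle and 1 in myoblasts. Tnrc6b, whose product works with Argonaute in microRNA silencing (Entrez 213988, chromosome 15 from 80590016 to 80771516, plus strand), had 35, 31 and 5 in heart, muscle and myoblasts. The kinesin gene Kif1b (Entrez 16561, chromosome 4 from 148550428 to 148681802, minus strand) led in muscle with 36 and had 33 in heart and 3 in myoblasts. The kinase gene Taok1 had 27, 35 and 4 3' UTR clusters, the transcription factor gene Nfib 28, 24 and 2, and Cbx5, for a heterochromatin protein, 25, 19 and 6. Other leaders in heart were Cds2 with 31, Nfia with 27, Celf2 with 25 and Cpeb3 with 24. In muscle they were Prkaa2, for a catalytic subunit of AMP-activated kinase, and Hook3, with 30 each, Amotl1 with 26, Msi2 with 25 and Map3k20 with 23. Myoblasts were led by the cell cycle gene Ccnd1 with 10 3' UTR clusters, against 5 in heart and 3 in muscle, followed by Nucks1 with 8 and by Septin11, Nufip2, Trim35, Khsrp, Msn and Otud4 with 7 each. Prkar1a and Celf2 had 6 each there. Several of these 3' UTRs are long, such as 8391 nt for Qk and 11613 nt for Tnrc6b, and longer 3' UTRs can hold more clusters.

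Cluster positions were compared between each pair of libraries. Shares for a pair were taken over clusters with a midpoint inside their gene, 41423 in heart, 24457 in muscle and 5039 in myoblasts. Of muscle clusters, 52.7% (95% interval 52.1% to 53.3%) shared at least 1 bp with a heart cluster, and of heart clusters 31.0% (30.6% to 31.4%) did so with a muscle cluster. Myoblast clusters met a heart cluster in 33.5% (32.2% to 34.9%) and a muscle cluster in 25.0% (23.8% to 26.2%). In the other direction, 4.16% of heart clusters and 5.29% of muscle clusters met 1 of the far fewer myoblast clusters. The sharing held in both main binding regions. Muscle clusters in 3' UTRs met a heart cluster in 60.9% (60.0% to 61.7%) against 26.1% after placement in the same 3' UTR, and those in introns in 43.6% (42.7% to 44.6%) against 1.19%. Over all clusters of each library, 1092 in heart (2.58%), 1071 in muscle (4.31%) and 1030 in myoblasts (20.1%) were shared with both other libraries. In the same order, 67.5%, 46.2% and 61.2% were shared with neither.

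Placing each cluster at random in its gene gave 2.24% ± 0.0916 (SD, 100 placements) for muscle in heart, so that the observed share was 23.6 times higher. The fold lay between 21.2 and 23.7 over the 6 directions, and the placement p was 0.0099 in each, the smallest possible. Placement within the same part of the gene lowered it to between 3.48 and 3.86. Taking, of 20 random positions in the same part, the one nearest in its number of UGU, chosen after seeing the data and run 20 times, lowered it to between 1.96 and 2.49, where the placement p of 0.0476 was the smallest that 20 placements can give. That number was equal for 60.1% of muscle, 55.1% of heart and 66.9% of myoblast clusters, so the match was partial. The shares also depend on how many clusters each library holds: with heart and muscle thinned to 5115 clusters, muscle met heart in 7.10%, and myoblasts met heart in 4.07% (3.54% to 4.65%) and muscle in 5.66% (5.03% to 6.33%), so that the order of heart and muscle among myoblast clusters turned around. When 50% of both clusters had to be shared, myoblasts met heart in 18.1% and muscle in 15.2%.

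**Figure D1:**
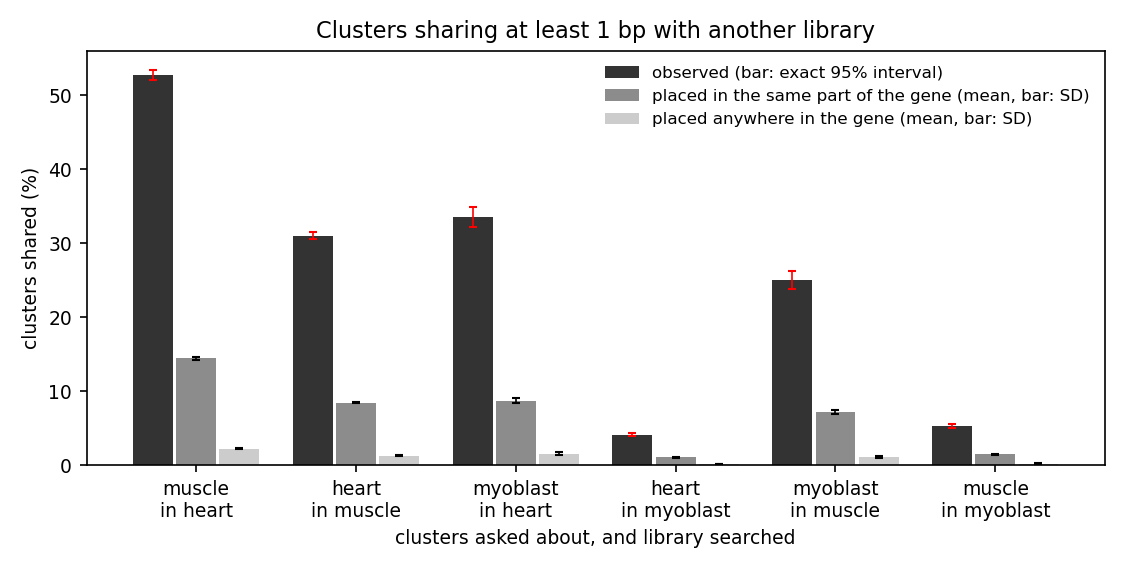
Share of clusters (%) that overlapped a cluster of another library, for each of the 6 directions, with the observed share in dark bars and the mean of 100 random placements in the same part of the gene or anywhere in the gene in lighter bars, and error bars for exact 95% intervals (observed) or the SD of placements. Every observed share, from 4.16% to 52.7%, stands above both placements.

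Myadm, the myeloid-associated differentiation marker gene that the study used as its example (Entrez 50918, chromosome 7 from 3289039 to 3299346, plus strand), had 7 clusters in its 3' UTR in heart, 6 in muscle and 5 in myoblasts. Its 3' UTR spans 1662 nt. Stretches common to all 3 libraries included chromosome 7 from 3298123 to 3298173, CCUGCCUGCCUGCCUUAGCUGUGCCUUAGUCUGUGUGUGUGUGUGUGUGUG, which holds 10 UGU counted with overlaps, and chromosome 7 from 3297766 to 3297834, which holds 3. The common stretch from 3298180 to 3298226 holds 12. Another, from 3298481 to 3298506, holds 0 UGU, but it ends only where a myoblast cluster ends. The heart and muscle clusters there run on through the next common stretch, from 3298511 to 3298534, which holds 1.

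**Figure D2:**
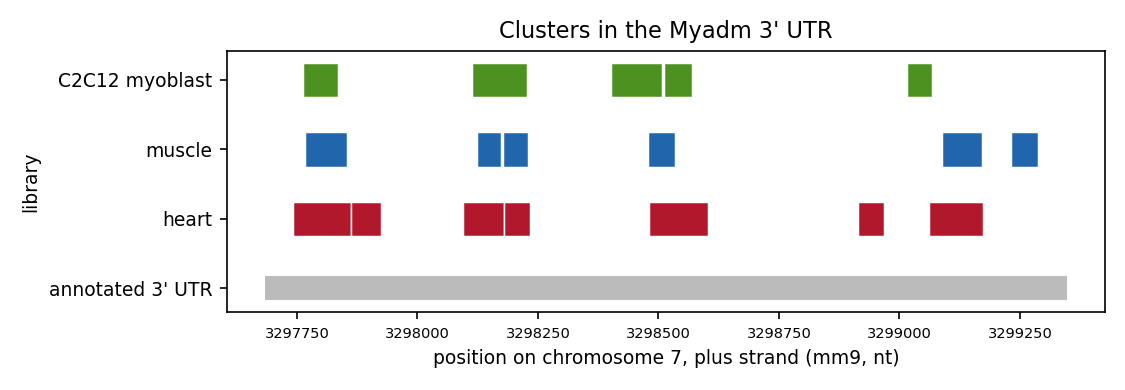
Map of the 3' UTR of Myadm on chromosome 7 (mm9, position in nt, plus strand), with the annotated 3' UTR in grey and the clusters of heart, muscle and C2C12 myoblasts as coloured boxes drawn to scale and outlined in white. The heart library has 7 clusters there, muscle 6 and myoblasts 5, and several boxes stand over the same positions.

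At the level of genes, 4573 were bound in both heart and muscle, 2221 in heart and myoblasts, and 1942 in muscle and myoblasts, and 1821 had clusters in all 3 libraries. Through the 3' UTR alone, 772 genes were bound in all 3, among them Tnrc6b, Taok1, Kif1b, Qk, Nfib, Celf2, Cbx5, Cds2, Amotl1 and Otud4. Genes bound in a single library numbered 1884 in heart, 647 in muscle and 412 in myoblasts.

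Among the 2754 genes bound in myoblasts, heart and muscle shared 1821 against 1566 expected under independence (odds ratio 15.5, Fisher's exact p = 1.86e-148). Among genes bound in muscle, heart and myoblasts shared 1821 against 1663 (odds ratio 3.54, Fisher's exact p = 1.19e-41), and among genes bound in heart, muscle and myoblasts shared 1821 against 1481 (odds ratio 3.12, p = 5.06e-82). Genes were not matched on expression or length, which also bear on whether a gene has a cluster. These tests therefore cannot separate shared binding from genes being transcribed in the same libraries. The background decided the size of these values. All protein-coding genes gave odds ratios of 37.4, 13.1 and 11.1 in the same order, whereas genes with a cluster in any library gave 1.07, 0.582 and 1.33 (Fisher's exact p = 0.286, 4.47e-17 and 2.43e-08). With at least 2 clusters per gene the odds ratios were 31.5, 6.54 and 3.90.

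Most clusters lay in introns or 3' UTRs, and the balance between these differed by library. In muscle, 50.1% (49.5% to 50.7%) of clusters lay in 3' UTRs and 43.3% (42.6% to 43.9%) in introns. In heart, 3' UTRs held 33.0% (32.5% to 33.4%) and introns 58.7% (58.3% to 59.2%), and in myoblasts they held 33.9% (32.6% to 35.2%) and 60.5% (59.1% to 61.8%). Coding exons held 5.71%, 4.53% and 3.73% of clusters in heart, muscle and myoblasts, and 5' UTRs 0.544%, 0.523% and 0.352%. Ttn, for the giant sarcomere protein titin, had 69 of its 184 heart clusters and 79 of its 177 muscle clusters in coding exons.

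The 3' UTR share was lower in heart than in muscle by 17.1 percentage points, with a Fisher's exact p too small to be computed. Muscle exceeded myoblasts by 16.2 points (Fisher's exact p = 1.61e-100). A difference between heart and myoblasts was not detectable with these numbers of clusters (Fisher's exact p = 0.192). Where the annotated 3' UTR is too short, clusters beyond it were not counted as 3' UTR. Of the 111 heart clusters of Slc8a1, 71 were intronic, 8 lay in coding exons and the rest lay outside its annotated parts. All Ryr1 clusters lay in introns or coding exons.

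**Figure D3:**
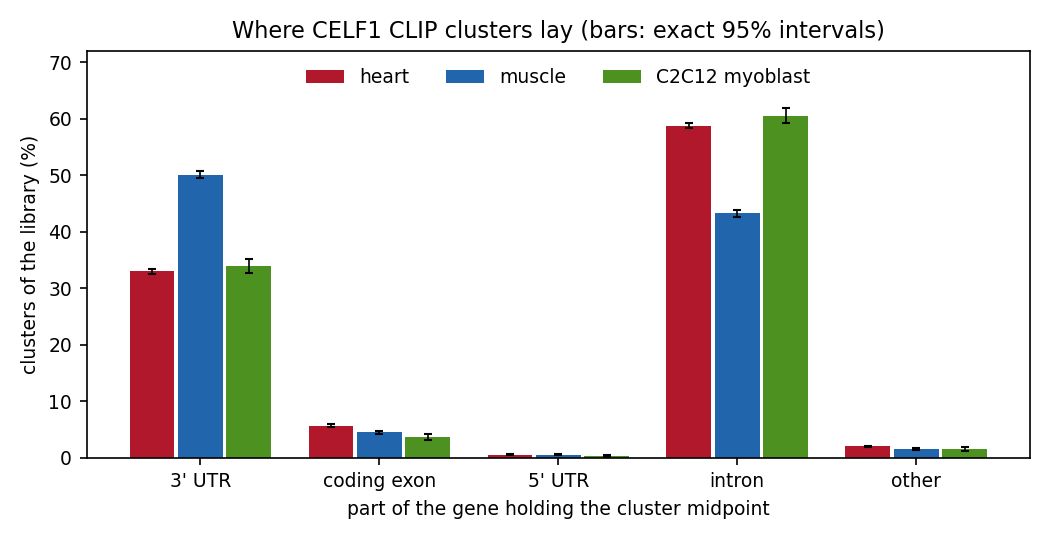
Share of clusters (%) per part of the gene in heart, muscle and C2C12 myoblasts, with exact 95% intervals. Muscle has 50.1% of its clusters in 3' UTRs, against 33.0% in heart and 33.9% in myoblasts.

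The study described CLIP density that became higher toward the polyadenylation site in heart, muscle and myoblasts. The measure here differs, as midpoints of clusters were set beside random placements. Of 3' UTR clusters, 35.4% (34.6% to 36.2%) in muscle and 41.8% (39.5% to 44.2%) in myoblasts lay within 500 nt upstream of an annotated transcript end, against 34.4% and 39.1% after random placement in the same 3' UTR. In heart the share was 33.0% (32.2% to 33.8%), below the 34.4% of placements. The last 100 nt held 216 myoblast clusters against 172 placed on average, 1061 muscle clusters against 1045, and 905 heart clusters against 1182.

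The placement p was 0.0099, the smallest possible, in muscle and myoblasts and 1 in heart, where the test is one-sided toward closeness. Within 200 nt the muscle share was 16.5% against 16.0% (n = 12441 clusters, p = 0.0792). Midpoints were placed up to the edge of the 3' UTR, where a whole cluster cannot fit. With whole clusters placed inside it, chosen after seeing the data, the share within 200 nt was 16.3% against 14.6% in muscle (n = 12291 clusters, p = 0.0099), 22.1% against 17.6% in myoblasts (n = 1710 clusters, p = 0.0099) and 14.6% against 14.5% in heart (n = 13734 clusters, p = 0.416).

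CELF1 clusters were rich in UGU in every library. Shares over the whole gene again covered clusters with a midpoint inside their gene. UGU stood in 98.3% (98.1% to 98.4%) of heart clusters, 98.4% (98.2% to 98.5%) of muscle clusters and 86.3% (85.3% to 87.2%) of myoblast clusters, against 69.3%, 68.8% and 58.4% after placement in the same gene. Within 3' UTRs the shares were 97.5%, 97.8% and 88.9%, against 78.0%, 77.4% and 67.4%. By z-score the top 5mer of 3' UTR clusters was UUUGU in each library (71.3, 76.5 and 33.8), with 2.51, 2.71 and 3.25 times its placed number in heart, muscle and myoblasts. In heart it was followed by UCUGU and UGUUU, in muscle by UGUUU and UAUGU, and in myoblasts by UUGUU and UGUUU. By fold UGUGU stood above it, at 3.22, 2.93 and 4.03 times its placed number. The 47 5mers with UGU had median z-scores of 26.6, 25.5 and 8.57, and the 977 others of -2.01, -2.67 and -1.34.

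The placement p of each UGU share was 0.0099, the smallest possible. A z-score grows with the number of clusters, so the lower z-scores of the myoblast library do not measure weaker enrichment.

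Comparing heart with muscle, genes enriched in heart took more of the heart clusters and genes enriched in skeletal muscle more of the muscle clusters. In the heart-enriched list, 24 of 24 measured genes had a cluster in heart and 7 of 24 in muscle, and the list took 1.54% (1.43% to 1.66%) of heart clusters against 0.0886% (0.0555% to 0.134%) of muscle clusters. Ryr2, the calcium release channel of heart muscle (Entrez 20191, chromosome 13 from 11645370 to 12199212, minus strand), had 252 clusters in heart, 239 of them in introns, and 0 in muscle. The sodium-calcium exchanger gene Slc8a1 had 111 and 14, the potassium channel gene Kcnd2 57 and 1, and Corin, for a heart protease, 52 and 0. In the skeletal-muscle-enriched list, 26 of 26 measured genes had a cluster in muscle and 14 in heart, and the list took 0.982% (0.863% to 1.11%) of muscle clusters against 0.125% (0.0940% to 0.164%) of heart clusters. Ryr1, the calcium release channel of skeletal muscle, had 49 clusters in muscle and 2 in heart, the phosphorylase kinase gene Phka1 33 and 16, Jph1 23 and 6, and the calcium pump gene Atp2a1 18 and 9.

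Ion channel and calcium handling genes took 2.75% (2.59% to 2.91%) of heart clusters, 1.44% (1.30% to 1.60%) of muscle clusters and 0.489% (0.317% to 0.721%) of myoblast clusters, with 43, 39 and 10 of 46 measured members bound. Besides Ryr2 and Slc8a1, Cacna1c, for the cardiac L-type calcium channel, had 223 clusters in heart, 6 in muscle and 0 in myoblasts, while Cacna2d1 had 54, 48 and 3. The excess in heart over muscle rested on 3 genes: without Ryr2, Cacna1c and Slc8a1 the list took 1.38% of heart clusters and 1.36% of muscle clusters. Sarcomere, Z-disc, I band and M band genes took a smaller share in heart, 1.26% (1.15% to 1.37%), than in muscle, 1.78% (1.62% to 1.96%), with 25 of 30 measured members bound in each. Ttn had 184 clusters in heart and 177 in muscle, Pdlim5 61 and 43, Palld 76 and 30, and Myom1 32 and 27. RNA-binding protein genes were also lower in heart, 1.28% (1.17% to 1.39%), than in muscle, 1.87% (1.71% to 2.05%), with 45 and 43 of 52 members bound. Rbfox1, a splicing regulator, had 51 clusters in heart and 101 in muscle, Celf2 93 and 33, Qk 65 and 38, and Mbnl1 40 and 53. Lists of actin and microtubule cytoskeleton (1.45% in heart, 1.77% in muscle), vesicle and protein transport (0.589% and 0.801%) and immediate early and GU-rich-element mRNAs (0.102% and 0.177%) were lower in heart as well, with 40 and 37 of 44, 46 and 39 of 49, and 13 and 14 of 16 measured members bound in heart and muscle. The cytoskeleton list was led by Dmd, for dystrophin, with 150 and 119 clusters in heart and muscle. Ank3 had 50 and 60 there, Kif1b 45 and 45 and Dst 32 and 35. Vesicle transport was led by Rab10 with 15 and 17, Ap1g1 11 and 10, Golga4 13 and 7 and Rab18 8 and 10. Immediate early mRNAs were led by Fosl2 with 11 and 6, Sgk1 5 and 12, Klf9 5 and 5 and Mcl1 5 and 4. Endothelial cell markers were higher in heart, in the same direction as the heart-enriched list: 13 of 13 measured markers had a cluster in heart and 7 in muscle, and they took 0.206% against 0.101% of clusters, with Flt1 at 21 and 13, Erg at 20 and 2, Ptprb at 15 and 2 and Pecam1 at 8 and 5.

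By two-sided Fisher's exact test on clusters, adjusted over the 57 list tests, 3 lists were higher in heart and 7 in muscle, the genes named by the study among the 7. Adjusted p was 1.20e-98 for the heart-enriched list (odds ratio 17.7), 4.80e-56 for the skeletal-muscle-enriched list (0.127), 8.01e-29 for ion channels (1.93), 2.50e-07 for sarcomere (0.701), 7.41e-09 for RNA-binding proteins (0.679), 0.00445 for cytoskeleton (0.820), 0.00361 for vesicle transport (0.734), 0.0233 for immediate early mRNAs (0.574) and 0.00308 for endothelial markers (2.05). The sarcomere, vesicle transport and cytoskeleton lists follow themes that the study drew from these samples and are not independent evidence. With 3' UTR clusters only, the heart-enriched (1.66e-10) and skeletal-muscle-enriched (0.00206) calls held, and the adjusted p of the others rose to 1 for ion channels (odds ratio 0.995), 0.861 for sarcomere (0.910), 0.196 for RNA-binding proteins (0.840), 0.747 for cytoskeleton (1.09), 0.600 for vesicle transport (0.897) and 0.973 for both immediate early mRNAs (0.943) and endothelial markers (1.23). Without the 3 members of each list with the most clusters, chosen after seeing the data, the heart-enriched (9.76e-36), skeletal-muscle-enriched (1.52e-32), sarcomere (3.20e-05), RNA-binding protein (1.62e-06) and vesicle transport (0.0151) calls held in Fisher's exact test. By the same exact test, those of ion channels (adjusted p = 1, odds ratio 1.01), cytoskeleton (adjusted p = 1, odds ratio 1.01), immediate early mRNAs (0.220, odds ratio 0.615) and endothelial markers (0.0787, odds ratio 2.28) were lost. In the last pair the odds ratios stayed near those of the whole lists, and 22 and 31 heart clusters remained. When genes rather than clusters were tested, 0 of the 57 tests passed after adjustment and 11 had an unadjusted p under 0.05. The number of bound members was also placed among 10000 random lists of the same size. That of the heart-enriched list stood at percentile 99.0 in heart and 0.03 in muscle. That of the skeletal-muscle-enriched list stood at 0.005 in heart and 100 in muscle. In heart and muscle, the percentiles were 94.6 and 99.7 for ion channels, 36.2 and 97.8 for sarcomere, and 57.9 and 99.4 for RNA-binding proteins. They were 84.8 and 99.5 for cytoskeleton, 96.4 and 97.9 for vesicle transport, and 31.3 and 96.6 for immediate early mRNAs. For endothelial markers they were 93.7 and 17.8, and for genes named by the study 73.5 and 99.8.

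**Figure D4:**
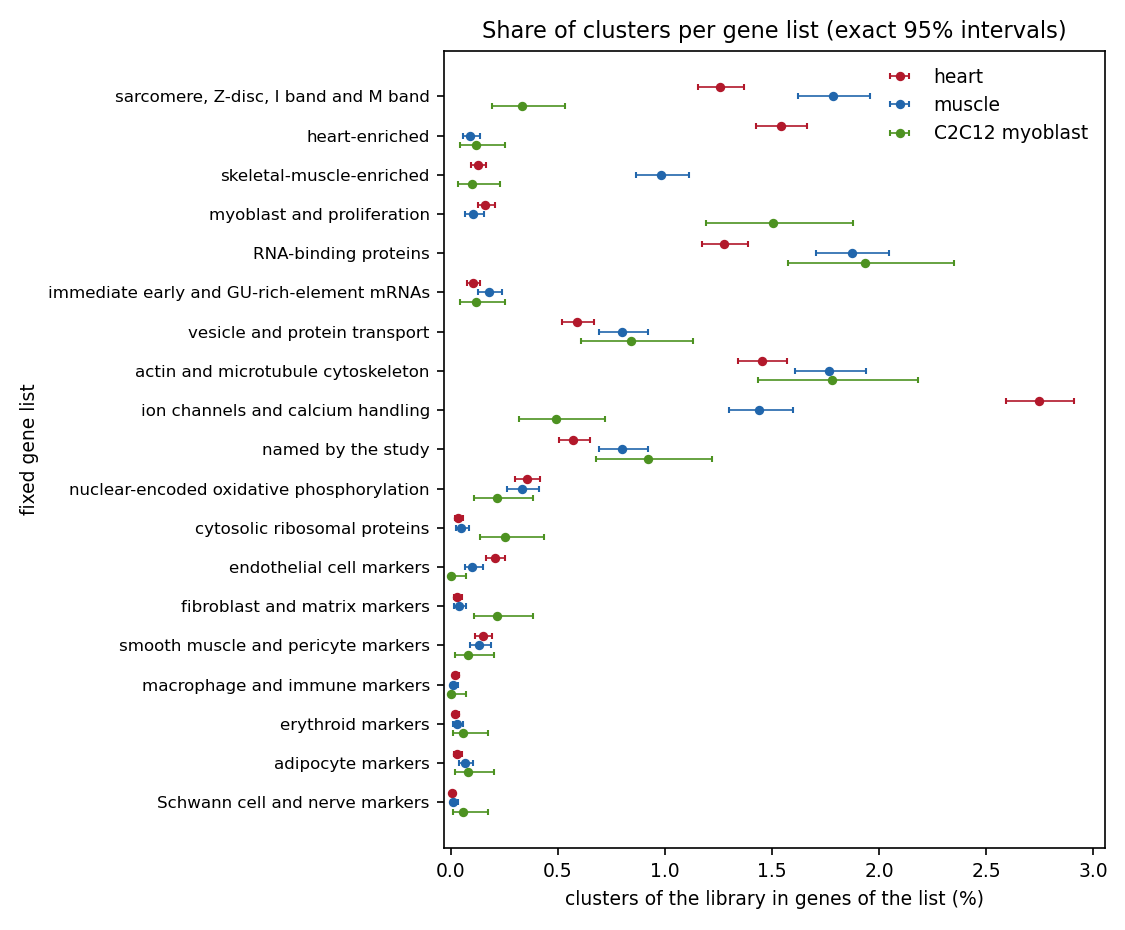
Share of the clusters of each library (%) that lie in genes of each of the 19 fixed lists, with exact 95% intervals. The heart-enriched list stands at 1.54% in heart against 0.0886% in muscle, and the myoblast and proliferation list at 1.51% in myoblasts against 0.161% in heart.

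Single 3' UTRs separated the tissues too. Bound in heart with 0 clusters in muscle were Kcnk3, for a potassium leak channel, with 14 3' UTR clusters, the actin regulator gene Cyfip2 with 11, the splicing factor gene Srrm4 with 10, and the cardiac transcription factor gene Tbx20 and Msn, for moesin, with 9 each. Bound in muscle with 0 in heart were Synm, for the intermediate filament protein synemin, with 15, Ano5 with 13, the potassium channel gene Kcnc1 and Tfcp2l1 with 10 each, and Scd1, for stearoyl-CoA desaturase, with 9. Without expression values, a gene that is not transcribed in a tissue cannot be told from one that is transcribed and not bound.

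Compared with both tissues, myoblast clusters stood more often in genes of proliferating cells. The myoblast and proliferation list took 1.51% (1.19% to 1.88%) of myoblast clusters against 0.161% (0.125% to 0.204%) in heart and 0.105% (0.0684% to 0.153%) in muscle, with 17, 15 and 10 of 23 measured genes bound. Hmga2, for a chromatin protein of growing cells (Entrez 15364, chromosome 10 from 119798331 to 119913525, minus strand), had 26 clusters in myoblasts, 25 of them in introns, against 1 in heart and 0 in muscle. The cyclin gene Ccnd1 had 11 clusters in myoblasts, 5 in heart and 3 in muscle, and Caprin1 5, 9 and 4, while Ccnd2 went the other way with 1 in myoblasts, 18 in heart and 4 in muscle. Cytosolic ribosomal protein genes took 0.254% (0.135% to 0.434%) of myoblast clusters, 0.0331% in heart and 0.0483% in muscle, from 13, 14 and 12 clusters in 10, 8 and 8 of 20 measured genes. Rpl15 had 3, 1 and 1, Rpl22 2, 5 and 3, and Rps3 0, 2 and 3. Fibroblast and matrix markers took 0.215% (0.107% to 0.384%) in myoblasts, 0.0308% in heart and 0.0362% in muscle, from 11, 13 and 9 clusters in 5, 6 and 4 of 8 measured genes, led by Bgn with 5, 4 and 1 and Sparc with 3, 3 and 4, while Dcn had 0, 3 and 2 and Pdgfra 0, 1 and 2.

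Lower in myoblasts than in both tissues were sarcomere genes at 0.332% (0.194% to 0.532%), with 6 of 30 measured members bound, ion channel genes, and endothelial markers, of which 0 of 13 had a cluster (0%, up to 0.0721%). The heart-enriched list took 0.117% of myoblast clusters and was lower there than in heart, and the skeletal-muscle-enriched list took 0.0978% and was lower there than in muscle. RNA-binding protein genes stood at 1.94% (1.58% to 2.35%) with 33 of 52 members bound, higher than in heart.

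Adjusted p for myoblasts against heart and muscle was 3.64e-35 and 1.36e-36 for the proliferation list, 5.02e-06 and 0.000246 for ribosomal proteins, 5.68e-05 and 0.000414 for fibroblast and matrix markers, 1.45e-10 and 2.83e-18 for sarcomere, 3.98e-30 and 6.08e-09 for ion channels, and 0.000280 and 0.0315 for endothelial markers. It was 8.49e-24 for the heart-enriched list against heart, 1.84e-13 for the skeletal-muscle-enriched list against muscle, and 0.000726 for RNA-binding proteins against heart. RNA-binding proteins did not pass against muscle (0.855), and neither did the heart-enriched list against muscle (0.776) or the skeletal-muscle-enriched list against heart (0.878). With 3' UTR clusters only, the proliferation, ribosomal, fibroblast and ion channel calls held, and the others were lost: sarcomere (0.490 against heart, 0.422 against muscle), endothelial (0.836 against each, and 0.164 against muscle with at least 2 clusters per gene), heart-enriched (0.144), skeletal-muscle-enriched (0.448) and RNA-binding proteins (0.196). The odds ratios of the tissue over myoblasts were then 2.12 and 2.33 for sarcomere, 3.74 for heart-enriched, 2.72 for skeletal-muscle-enriched and 0.722 for RNA-binding proteins, and these rested on 3, 3, 2, 2 and 38 myoblast clusters. Without the 3 members of each list with the most clusters, the fibroblast and matrix calls (0.0529 and 0.0897) and the endothelial calls (0.0998 and 0.564) were lost and the other calls named here held. The fibroblast odds ratios of heart and muscle over myoblasts were then 0.121 and 0.137, against 0.143 and 0.168 with all members, and endothelial markers still had 0 myoblast clusters, on 31 in heart and 8 in muscle. The proliferation list did not pass between heart and muscle (0.126), although it was higher in heart with 3' UTR clusters only (0.0159) and with at least 2 clusters per gene (0.0478). Among random lists, bound members in myoblasts stood at percentile 99.99 for proliferation, 92.8 for ribosomal proteins, 94.3 for fibroblast markers and 100 for RNA-binding proteins. They stood at 4.75 for sarcomere, 3.66 for ion channels and 0.2 for endothelial markers. Cytoskeleton members stood at 100, although the cluster share of that list did not pass.

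Cytoskeleton genes stood at 1.78% in myoblasts, with 34 of 44 measured members bound, and did not pass Fisher's exact test against heart (adjusted p = 0.135) or muscle (0.988), although with 3' UTR clusters only they were higher in myoblasts (0.0311 and 0.0136), as they were against heart with at least 2 clusters per gene (0.00519) and against both without the 3 members with the most clusters (1.54e-06 and 4.42e-06). Vesicle transport genes stood at 0.841%, with 23 of 49 members bound, and did not pass against heart (0.0749) or muscle (0.873), and immediate early mRNAs stood at 0.117%, with 3 of 16 members bound (0.786 and 0.585). Nuclear-encoded oxidative phosphorylation genes took 0.355% of heart, 0.330% of muscle and 0.215% of myoblast clusters, with 40, 27 and 9 of 47 measured members bound, Sdhc at 12, 7 and 1, Ndufs1 at 9, 10 and 0, Ndufs4 at 9, 7 and 2 and Atp5a1 at 10, 6 and 0, and the smallest of their adjusted p was 0.204, for heart against myoblasts, which became 0.0400 with at least 2 clusters per gene. Smooth muscle and pericyte markers took 0.149%, 0.133% and 0.0782%, with 8, 7 and 2 of 8 measured members bound, led by Abcc9 with 25, 14 and 0 clusters, Notch3 with 12, 2 and 2, Rgs5 with 7, 7 and 0 and Smtn with 7, 6 and 0 (smallest adjusted p 0.371). Adipocyte markers took 0.0308%, 0.0644% and 0.0782% with 4, 5 and 2 of 8 bound (smallest adjusted p 0.105), where Scd1 had 0, 9 and 2 clusters, Pparg 6, 3 and 0, Pnpla2 4, 1 and 0 and Acaca 0, 2 and 0. Macrophage and immune markers rested on 8, 3 and 0 clusters in 3, 2 and 0 of 4 measured members (smallest adjusted p 0.855), of which Mrc1 had 5, 2 and 0, Csf1r 2, 0 and 0, Adgre1 0, 1 and 0 and Fcer1g 1, 0 and 0. Erythroid markers rested on 8, 7 and 3 clusters in 2, 1 and 1 of 2 (smallest adjusted p 0.180), nearly all in Slc25a37, with 1 in Alas2 in heart. Schwann cell and nerve markers rested on 2, 3 and 3 clusters in 1, 3 and 3 of 4 measured members and were higher in myoblasts than in heart (0.0233), a call lost with 3' UTR clusters only (0.512), with at least 2 clusters per gene (1) and without the 3 members with the most clusters (0.220). Among the members were Pmp22 (2, 1 and 1), Mbp (0, 1 and 1) and Prx (0, 0 and 1).

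By single 3' UTRs, myoblasts had clusters where heart had 0 in Basp1 (3), the myogenic transcription factor gene Myod1, the cytokinesis gene Racgap1, Atad2 and Banf1 (2 each). Myoblasts had them where muscle had 0 in Msn (7), the alpha-actinin gene Actn1 (5), Bdnf (4), the tubulin gene Tubb5 (3) and Myef2 (3). In the other direction, heart had 27 in Nfia, 24 in Cpeb3, 22 each in Msi2 and Lpgat1 and 21 in Map3k20 where myoblasts had 0, and muscle had 30 in Prkaa2, 25 in Msi2, 23 each in Map3k20 and Zyg11b and 22 in Sox6. The myoblast counts are small because the library holds few clusters. The study reported about as many uniquely mapped reads for myoblasts as for heart. Why those reads gave fewer clusters was not tested.

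Genes that the study named were bound in most libraries. Macroh2a1 (H2afy) and Mbnl2 came from earlier reports and Tmed2 from RNA-seq, and Celf1, Celf2 and Mbnl1 encode proteins under study. The named genes include ones picked for CELF1 binding in these samples, such as Myadm and Clcn1, so the list's share is not independent evidence. They took 0.573% (0.503% to 0.649%) of heart clusters, 0.801% (0.694% to 0.920%) of muscle clusters and 0.919% (0.676% to 1.22%) of myoblast clusters, with 12, 13 and 10 of 13 members bound. Celf1 itself had 21, 22 and 5 clusters in heart, muscle and myoblasts, of which 11, 12 and 3 lay in its 3' UTR. Celf2 had 93, 33 and 17, Mbnl1 40, 53 and 7, and Mbnl2, a splicing factor of the same family, 37, 30 and 2. Clcn1, the chloride channel of skeletal muscle (Entrez 12723, chromosome 6 from 42236684 to 42265755, plus strand), had 8 clusters in muscle, 2 of them in the 3' UTR, 4 in heart, all in introns, and 0 in myoblasts. Cnih4 had 5, 6 and 1 clusters, with those of heart and muscle all in the 3' UTR, and Kcnj2, for an inward rectifier potassium channel, 11, 10 and 0. Myadm had 9, 7 and 7, Cpe 9, 9 and 1, Macroh2a1 (H2afy) 6, 5 and 2, Igfbp5 3, 8 and 4, Sobp 4, 7 and 1, and Tmed2 0, 1 and 0.

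By Fisher's exact test the list was lower in heart than in muscle (adjusted p = 0.00148, odds ratio 0.713) and than in myoblasts (0.00996, 0.621), and did not pass between muscle and myoblasts (0.549, or 0.0420 with at least 2 clusters per gene). With 3' UTR clusters only, both calls were lost (0.375 against muscle, odds ratio 0.810, and 0.0566 against myoblasts, odds ratio 0.530). Against myoblasts the odds ratio lay further from 1 than with all clusters, on 90 heart and 21 myoblast clusters.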

Values the study reported

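The study reported that the base just before a substituted guanine was uracil in ∼61% of cases in heart at the highest substitution frequency. The study also reported that Clcn1 mRNA fell by 50%–70% at 7 d of CELF1 induction.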

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

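Among the alternatives to the settings used, those chosen only after the data were seen were the placement of whole clusters inside the 3' UTR, the placement nearest in number of UGU, the shares of gene parts over genes bound in both libraries of a pair, and the lists without their 3 members with the most clusters. None of these changed a call on cluster overlap, the 3' UTR share or the transcript end within 500 nt, and under all alternatives together the 48 values of cluster overlap and the 18 of UGU stood on the same side of the threshold as reported. No paired analysis was possible because each group has a single library, and the replicate number 1 that all share is only a name.

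Taking the widest 50% of clusters in place of a stricter call left 21131 clusters in heart, 12422 in muscle and 2557 in myoblasts, by construction. With genes bound in any library as background, the odds ratio fell to 1.07 for heart and muscle and reversed to 0.582 for heart and myoblasts. That background holds no gene without a cluster, which pushes every pair of libraries toward a negative association. By covered nucleotides, the 3' UTR difference was -18.4 points between heart and muscle and 17.8 points between muscle and myoblasts, further from 0 in both; the cause was not tested. For muscle, closeness to the transcript end within 200 nt was 16.5% (n = 12441 clusters, p = 0.0792), and with whole clusters placed inside the 3' UTR it was 16.3% against 14.6% (n = 12291 clusters, p = 0.0099), so that this call depends on where midpoints may be placed. Of the 57 list tests, 27 passed, 29 with at least 2 clusters per gene, 20 without the 3 members with the most clusters, 13 with 3' UTR clusters only and 0 on genes, where fewer items are tested. Of the 45 places given to genes by pair of libraries, for clusters in one alone or for a large share in both, 35 were kept by covered nucleotides and 14 after thinning to 5115 clusters, where fewer clusters remain. Among single lists, 147 of 203 values under alternatives stood on the same side of the threshold, 47 lost the call and 9 gained one. Of 714 values of named genes, 620 stayed within their counting interval. The number of reads behind a cluster is not known, and the few myoblast clusters limit every comparison with that library.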

Other observations

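The tests of whether a few genes account for the chromosome 15 excess, of genes counted once there and of windows on other chromosomes, the test of whole intervals near exons against 1.5 times, and the genes named in the next paragraph were chosen after their values were seen.

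Counted over the whole gene, long genes with intronic clusters led. In heart these were Ryr2 with 252 clusters, 239 of them intronic, and Cacna1c with 223, of which 214 were intronic. Ttn followed with 184, of which 108 were intronic, and led in muscle with 177, of which 92 were intronic. Next in heart was Ctnna3, for an alpha-catenin, with 181, of which 175 were intronic, against 24 in muscle and 0 in myoblasts. Dmd had 150 clusters in heart and 119 in muscle, of which 141 and 114 were intronic. Pde4d, for a cAMP phosphodiesterase, had 158 in heart, 85 in muscle and 6 in myoblasts, and the nuclear receptor gene Rora 104, 76 and 0. Rbfox1 and Sox6 were higher in muscle, with 101 and 84 clusters against 51 and 68 in heart. In myoblasts the leaders included Ext1, for a heparan sulfate polymerase, with 37 intronic clusters against 51 in heart and 16 in muscle, Hmga2 with 26, Runx1 with 17 against 7 and 1, and Asap1 with 15 against 37 and 5. The Y chromosome held 23 heart clusters, 15 muscle clusters and 0 myoblast clusters, where 0 allows a share of up to 0.0721%.

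Chromosome 15 held 8.45% (7.70% to 9.24%) of myoblast clusters and 4.07% of heart clusters, a ratio of 2.07 (1.87 to 2.29), while muscle over heart was 1.02 (0.946 to 1.101). Without the 10 genes of the chromosome with the most myoblast clusters the ratio was 1.79 (1.59 to 2.01), which argues against a few genes as the whole source, and with each gene counted once it was 1.51 (1.247 to 1.831). In 11 of 11 windows of 10 Mb (100%) the myoblast share was higher, against at most 69.2% of windows on any other chromosome. More copies of chromosome 15 in this cell line are a hypothesis that may account for this. Higher transcription along the chromosome in myoblasts stays open too, since neither DNA nor RNA amounts were analysed here.

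The share of clusters in introns was 15.5 points higher in heart than in muscle. Without 157 genes with the most intronic clusters the difference was 15.6 points (14.7 to 16.4), which argues against a few genes as the cause. Over the 4573 genes bound in both it was 14.5 points (13.7 to 15.3). That argues against genes bound in only 1 of these tissues as the whole cause. Clusters were pooled over genes, so unequal numbers of clusters per gene stay open. Cacna1c, for example, counts as bound in both with 223 clusters in heart and 6 in muscle. The study reported fewer uniquely mapped reads in muscle than in heart, so depth did differ between these libraries. Its effect on the intron share was not tested. A difference in how clusters were called, more unspliced RNA in the heart sample, and the tissues themselves also stay open and untested.

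UGU stood in 86.3% of myoblast clusters against 98.3% in heart. Heart clusters drawn with the widths and gene parts of the myoblast clusters held UGU in 95.9% (95.3% to 96.4%), which argues against narrower clusters as the whole cause. Myoblast clusters shared with heart or muscle held it in 94.3% (93.1% to 95.3%) and those found in myoblasts alone in 81.3% (79.9% to 82.6%), so clusters found in myoblasts alone do not account for all of the gap, although the upper bound for shared clusters only just lay more than 3 points below heart. Both may contribute, and a higher background in the myoblast library and the cell type itself stay open.

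If CELF1 bound introns mainly beside exons, intronic clusters would gather there, a hypothesis tested against random placement in introns of the same gene. Within 300 nt of an exon lay 12.5% of heart clusters against 11.5% placed, 1.09 times as many (1.05 to 1.12). In muscle it was 15.1% against 12.9%, 1.17 times (1.12 to 1.22), and in myoblasts 16.5% against 14.1%, 1.17 times (1.08 to 1.27). All of these intervals end below the predicted gathering of at least 1.5 times, which argues against gathering of that size in each library. A smaller excess was seen in each library, as each share lay above all 100 placements (exact placement p = 0.0099). No interval lay wholly at or below 1.1 times, the bound set for no gathering. The muscle interval lay wholly above that bound, whereas those of heart and myoblasts included it.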
